A study of Mus musculus with 5 samples. Its data were reported in "Tcf7 Is an Important Regulator of the Switch of Self-Renewal and Differentiation in a Multipotential Hematopoietic Cell Line" (2012).

How the data were processed

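Chromatin immunoprecipitation followed by sequencing (ChIP-Seq) was analysed for TCF7 and RUNX1 in the Lin-SCA+CD34+ fraction of EML cells, a mouse blood precursor line that grows in stem cell factor. Per the labels, cells were kept in 20% horse serum with 100 ng/ml of stem cell factor, and libraries were read as single ends of 35 bp. The labels list 5 libraries: 1 TCF7 immunoprecipitation, 2 RUNX1 immunoprecipitations and 1 input DNA library for each factor. One peak list per factor was used, together with a list of RUNX1 target genes. The peak lists do not separate the RUNX1 replicates, so no value has a spread between replicates, and every interval covers counting error only. Each p over peaks or genes tests positions in these data, not samples.

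The authors called peaks with PeakSeq against input DNA on mouse build mm9 (NCBIM37) and kept regions with a deposited q-value (a Benjamini-Hochberg corrected p-value) below 0.001. For every peak the deposited values are the count of ChIP tags in the region, a score that holds the input tags after the authors scaled input to ChIP and rounded the result, and a score for the excess of ChIP over scaled input tags. A deposited fold enrichment is the ratio of ChIP tags to scaled input tags before rounding. The aligner, the PeakSeq version, the length to which tags were extended and whether the RUNX1 replicates were pooled are not given in the sources used here. The total size of each library is unknown for the same reason, and only tags inside called regions could be summed. Fold enrichments belong to the authors' lists, each with its own antibody and input, and levels were not compared between factors.

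Peak coordinates were read as 0-based half-open intervals and are printed with the start raised by 1. Since the file format leaves this open, a start may be off by 1 nt. No TCF7 peak and 2 RUNX1 peaks ran past the end of a chromosome of the NCBIM37 genome, and another 2 RUNX1 peaks lay on unplaced contigs. Genes came from the GENCODE annotation of the same build, with 22405 names of protein-coding genes, after leaving out transcripts longer than 2500000 nt. A peak was called TSS-proximal when its midpoint lay within 1000 nt of an annotated transcription start, and otherwise coding exon, untranslated or noncoding exon, intron or intergenic, by its midpoint. The same rule was applied to 50000 random positions.

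The input scaling was recovered per chromosome. Within a chromosome, ChIP tags divided by fold enrichment came out mostly as whole multiples of a single value, that of 1 input read. This was checked only in the peaks with lower scaled input, from which the value was also chosen. By chromosome, 84.4% to 91.4% of those TCF7 peaks and 90.3% to 94.9% of those RUNX1 peaks were within a tolerance of 0.005. Unscaled input reads were obtained with this value, also for peaks with higher input. The 95% interval of each fold enrichment is the exact conditional Poisson interval of the ratio of ChIP tags to input reads. Shares carry exact Clopper-Pearson 95% intervals.

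A TCF7 peak was called near a RUNX1 peak at a gap of at most 500 nt and shared when the peaks overlapped by 1 bp or more. Observed shares were set against 10000 random placements of the TCF7 peaks within their chromosomes, with widths kept and a one-sided permutation p. Medians of shared and other peaks were compared by two-sided permutation tests with 100000 resamples, and repeated within 5 classes of width. A gene was assigned to a factor when a peak lay in the gene or within 3000 nt upstream, which is the rule in the study's methods. In the deposited RUNX1 target list 95.5% of matched windows began, on the upstream side, within 100 nt of 5000 nt upstream of an annotated start. Of these, every window of a plus-strand gene had 5500 nt, while those of minus-strand genes had a median of 5690 nt. These windows reach farther upstream but leave out most of the gene body, so results are given for each rule. The list held 5391 names, of which 95.2% matched the annotation and 8 had been turned into dates by a spreadsheet. A TCF7 target list was not used here.

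The 19 gene lists were fixed before the data were examined: stem cell and early blood transcription factors, the study's CD34+ network factors, the study's CD34- erythroid factors, growth and cytokine signalling factors, myeloid, erythroid, megakaryocyte, B cell, T cell and mast cell genes, progenitor surface markers, Wnt pathway components inside the cell, Wnt ligands and frizzled receptors, cell cycle regulators, chromatin regulators, ribosomal protein genes, and liver, neuron and muscle genes. Their share of deposited RUNX1 targets was compared with that of all 21540 names shared by the annotation and the RefSeq name table (assembly GRCm38, used for names only) by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the lists, at an adjusted p of 0.05. TCF7 peaks in those windows were compared with 10000 random lists matched on window length. Gene length was matched in an alternative.

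RUNX words (TGTGGT or TGCGGT) and TCF words (CTTTGAA or CTTTGAT) were searched on either strand of each peak, of the same peak moved by 10 kb, and of 5 shuffles per peak that kept its dinucleotides. The rule for naming genes was fixed at the same time: Tcf7 and Runx1, the 10 peaks of lowest q per factor with at most 200 scaled input tags, the 10 genes with the most RUNX1 peaks, the 10 overlapping pairs with the largest smaller excess (the limit of 200 input tags was applied to these too, which the rule did not state), and up to 4 members per list by RUNX1 excess. Members of the study's lists without any peak are named as well. The stricter peak sets, placement rules, motif controls and backgrounds fixed at that time were run as alternatives. The single input scale, the split by distance to a start, the length-matched and whole-gene tests of lists, the location shares, the overlap of genes in deposited and in 5000 nt upstream to 500 nt downstream windows, and the shuffled sequences were chosen after the data were seen.

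Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1. The main statistics were tested on simulated data. Among 3000 simulated peaks, an overlap of 31.1% was recovered as 31.1%, and the value of 1 input read was recovered on 20 of 20 chromosomes. Among 300 lists of long genes without an effect, 2.67% had a length-matched p below 0.05 against 74.3% without matching. With a 4-fold odds of hits, 62.3% of 300 lists reached that level.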

Results

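TCF7, an HMG box factor best known as a nuclear partner of beta-catenin, and RUNX1, a runt domain factor required for definitive blood formation, were mapped by ChIP-Seq in the Lin-SCA+CD34+ fraction of EML cells, which renews itself in culture and gives rise to CD34- cells. The 5 libraries were 1 TCF7 immunoprecipitation, 2 RUNX1 immunoprecipitations and an input library for each factor. The authors' lists held 9696 TCF7 peaks with 841067 ChIP tags and 21931 RUNX1 peaks with 2113060 ChIP tags. The median peak had 71 tags and a fold enrichment over input of 4.30 for TCF7, and 65 tags and 6.13 for RUNX1. Fold enrichments are the authors' values. There was 1 peak list per factor, so no replicate error could be given, and intervals below cover counting error only.

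The first comparison asked where each factor bound. TCF7 lay mostly at gene starts and RUNX1 mostly away from them. Of the TCF7 peaks, 69.1% (95% interval 68.2% to 70.1%) were TSS-proximal, 12.7% lay in introns and 15.2% were intergenic. Of the RUNX1 peaks, 21.1% (20.5% to 21.6%) were TSS-proximal, 37.7% lay in introns and 38.3% were intergenic. Random positions gave 3.10%, 34.0% and 60.4%. TCF7 peaks were also wider, with a median of 709 nt against 411 nt, and richer in G and C, with a median of 63.2% against 48.3%.

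**Figure D1:**
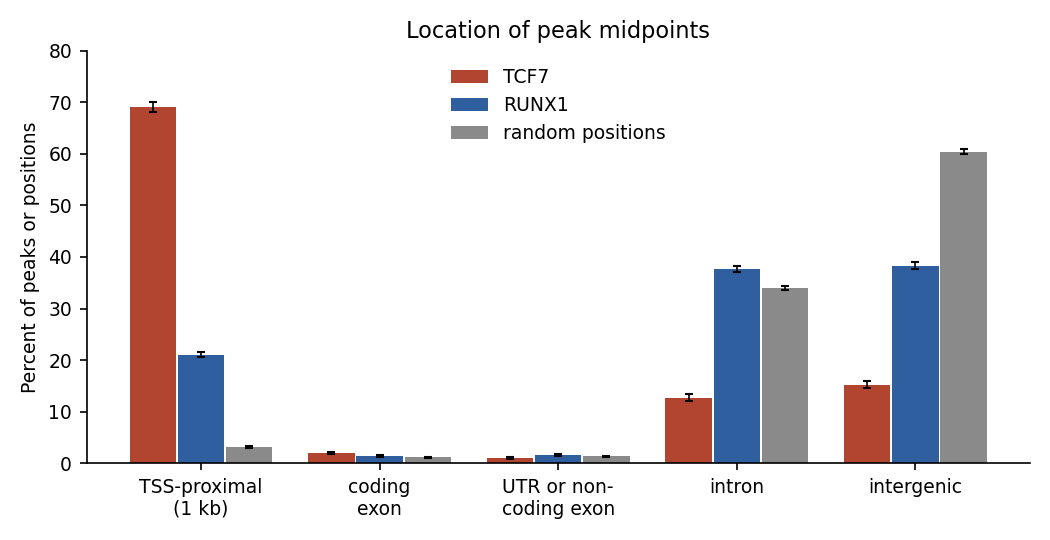
Percent of TCF7 peaks, RUNX1 peaks and random positions (vertical axis) by annotated location of the midpoint (horizontal axis). Bars show shares with exact 95% binomial intervals, and TCF7 reached 69.1% at gene starts against 21.1% for RUNX1 and 3.10% for random positions.

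Regions with more than 200 scaled input tags, which include the lowest q of either factor, were ranked apart. Among the other TCF7 peaks the one of lowest q lay on the start of Axin2, a feedback inhibitor and common target of Wnt signalling (chromosome 11, 108781425 to 108782982, NCBIM37; TSS-proximal). It held 701 tags at a fold enrichment of 43.8 (25.5 to 82.7), and no RUNX1 peak overlapped it. The next lay in an intron of Nkd1, another Wnt antagonist (chromosome 8, 91093688 to 91095702), with 665 tags and a fold enrichment of 19.6 (13.7 to 28.9). Further ones among the 10 of lowest q lay in introns of Dhx34, an RNA helicase, Katnal1, a microtubule-severing enzyme, Sult2b1, a steroid sulfotransferase, and Cdk8, the kinase of the Mediator complex. Intergenic ones had their nearest gene starts at Slc7a10, an amino acid transporter, Neu4, a sialidase, Rai14 and Lphn2. Of these 10 peaks, Axin2 was the only one at a gene start. Fold enrichments ran from 4.70 at Cdk8, where scaled input was 162 tags, to 43.8 at Axin2.

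Among RUNX1 peaks with at most 200 scaled input tags the one of lowest q lay in an intron of Btbd9 (chromosome 17, 30655165 to 30656746), with 1251 tags and a fold enrichment of 21.2 (16.7 to 27.5). With a single input scale for all chromosomes its fold enrichment was 33.1. The second lay 2096 nt beyond Dyrk1a, a kinase gene (chromosome 16, 94919221 to 94921607), at 26.2 (20.5 to 33.9). Introns of Fam71f1, Trak1, an adaptor of mitochondrial transport, and Dio1, a thyroid hormone deiodinase, held another 3. A peak at Lss, an enzyme of cholesterol synthesis, was the only one of these 10 at a gene start, and the nearest starts of the remaining ones were those of Ccny, Gpcpd1, Mad2l1 and Thumpd2. Fold enrichments of the 10 ran from 13.1 at Lss to 44.6 near Gpcpd1. With a single input scale the highest was near Thumpd2 on chromosome 17 (50.7, against 32.5 in the authors' values), ahead of Gpcpd1 at 46.0. The genes with the most RUNX1 peaks were Pde4d, a cyclic AMP phosphodiesterase, with 29, Arfip1 with 25 and Runx1 itself with 18. They were followed by Ankrd11 with 17, Rere with 16, Tiam1, Akap13 and 1700112E06Rik with 15 each, and Aff1 and Ptpre with 14 each. Gene length differed widely among them, and per 100 kb Ankrd11 had 10.7 RUNX1 peaks, Runx1 had 8.01 and Pde4d had 1.93. Regions above that limit numbered 25 for TCF7, with 4.71% of the tags in peaks, and 15 for RUNX1, with 1.42%, and the one with the most tags and the lowest q (chromosome 17, TCF7 39979782 to 39985940) had fold enrichments of only 1.76 for TCF7 and 1.92 for RUNX1.

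The second comparison asked whether each factor bound its own gene and that of the other. Both did. Tcf7 (chromosome 11, 52065873 to 52096681, minus strand) held 3 TCF7 and 3 RUNX1 peaks within the gene or 3000 nt upstream, and Runx1 (chromosome 16, 92601712 to 92826311, minus strand) held 9 TCF7 and 18 RUNX1 peaks. At the Tcf7 start a TCF7 peak (52096443 to 52097567) had 221 tags, a fold enrichment of 12.8 (7.48 to 23.8) and a deposited q of 6.85e-43. A RUNX1 peak (52097329 to 52097626), whose midpoint was 797 nt upstream of the start, overlapped it with 39 tags, 4.27 (2.39 to 7.94) and a deposited q of 0.000321. The stretch covered by both peaks contained a RUNX word, TGTGGT at 52097415 to 52097420, in the context TATGACATGTGGTGGCTCGA. A TCF word on the minus strand at 52096870 to 52096876 lay in the TCF7 peak, in the context GCGGTGCCTTTGATGTTCCGA. A second TCF7 peak farther upstream (52097808 to 52098090) had a fold enrichment of 6.50, and RUNX1 peaks in introns had 6.53 and 8.05.

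Runx1 is transcribed from a distal and an internal start. The RUNX1 peak with the most tags in the gene covered the distal start (92825306 to 92826783), with 695 tags, a fold enrichment of 14.4 (11.5 to 18.2) and 4 RUNX words, among them that in GAAAGCCTGTGGTTTGCATT. No TCF7 peak overlapped it. The nearest TCF7 peaks were intronic (92822065 to 92822929, 3.32) and upstream, with its midpoint 2108 nt from the start (92828230 to 92828607, 7.83). Near the internal start, a TCF7 peak (92696992 to 92697780) with 59 tags and a fold enrichment of 3.27 (1.98 to 5.61) overlapped a RUNX1 peak (92696772 to 92697265) with 192 tags and 9.48 (6.61 to 13.9). Another TCF7 peak close by (92695746 to 92696136), also TSS-proximal, had 29 tags and a fold enrichment of 5.92 (2.41 to 17.4). No RUNX1 peak overlapped this one. The highest RUNX1 fold enrichment in the gene, 21.4 (16.1 to 29.1), lay in an intron (92620941 to 92621947) and overlapped a TCF7 peak of 3.13 (2.12 to 4.71). Of the 33 peaks at both genes, 14 had a q of at most 1e-10, and these were 12 RUNX1 and 1 TCF7 peaks at Runx1 and 1 TCF7 peak at Tcf7. The RUNX1 peak at the Tcf7 start was not among them.

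**Figure D2:**
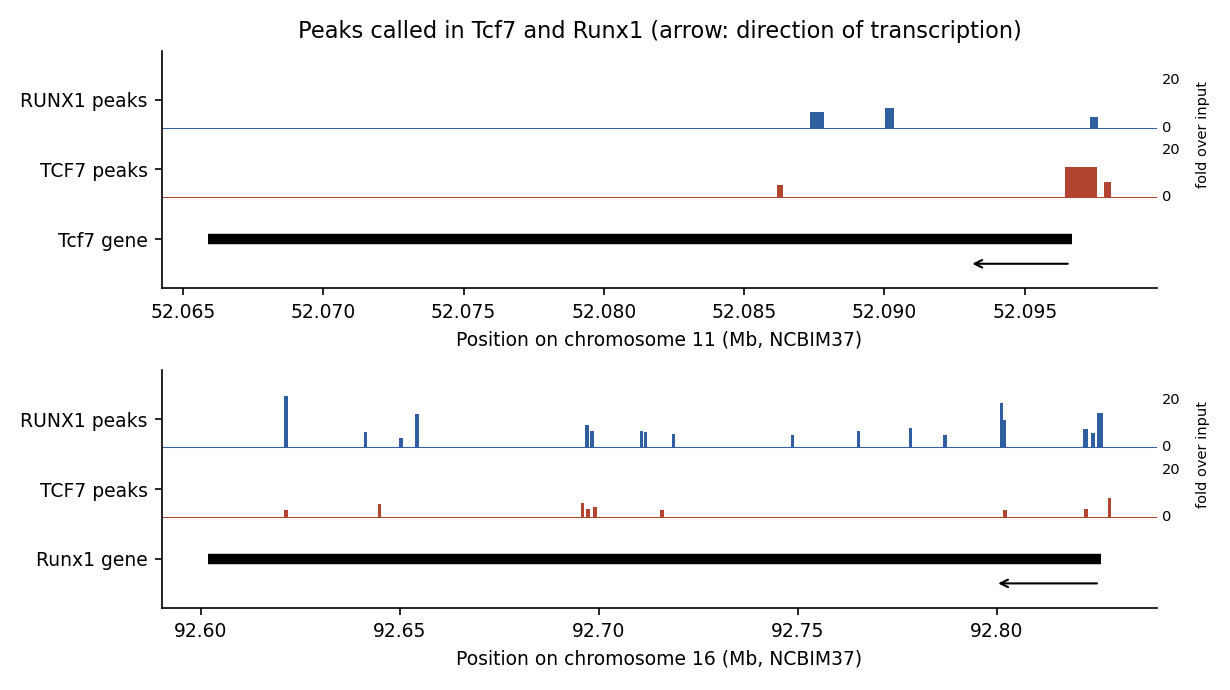
Peaks in Tcf7 (upper) and Runx1 (lower) along the chromosome in Mb of NCBIM37, with bar height showing fold enrichment over input on a scale marked 0 and 20 and the black bar showing the gene. TCF7 peaks at Runx1, drawn at their width or a minimum width, reached 7.83, and RUNX1 peaks there reached 21.4.

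The third comparison asked whether both factors occupied the same sites. Many strong sites were common to both. Among pairs with at most 200 scaled input tags for each factor, the one with the largest smaller excess lay 2567 nt from Pdcd1, which encodes the PD-1 receptor (TCF7 peak, chromosome 1, 95931463 to 95932316, intergenic), with fold enrichments of 13.9 for TCF7 and 12.5 for RUNX1. Another lay 35402 nt from the start of Tcf7 (chromosome 11, 52131837 to 52132329, intergenic), at 11.1 (7.74 to 16.4) for TCF7 and 19.4 (13.8 to 28.2) for RUNX1. Yet another lay 4032 nt from Trac, the constant segment of the T cell receptor alpha chain (chromosome 14, 54846805 to 54848093, intergenic), at 8.29 (6.23 to 11.2) and 12.9 (10.6 to 15.9). The other 7 lay near Rpp21, a subunit of RNase P, over Neat1, the noncoding RNA of paraspeckles, near Nfam1, Rere, Slc7a10 and Nrp2, and in Cdk8. At Rpp21, Neat1 and Cdk8 scaled input exceeded 100 tags for both factors and fold enrichments were 3.42 to 4.70.

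Of the 9696 TCF7 peaks, 4691 (48.4%; 47.4% to 49.4%) lay within 500 nt of a RUNX1 peak, and 4466 (46.1%) overlapped one. Random placement gave means of 2.03% and 1.17%, with a permutation p of 0.0001 for both, the smallest that 10000 placements can give. Of the 21931 RUNX1 peaks, 4612 overlapped a TCF7 peak. TCF7 peaks at gene starts were shared less often (43.9%) than those elsewhere (50.9%; Fisher's exact p = 1.81e-10). RUNX1 peaks showed the opposite order, with 65.3% shared at gene starts and 9.22% elsewhere. When TCF7 peaks were moved by 10 to 100 kb instead of being placed at random, the expected share within 500 nt was 5.27%. The share itself was much lower in stricter lists, at 30.6% with a q of at most 1e-10, 26.8% with a RUNX1 list shortened to the size of the TCF7 list, and 915 of 3658 peaks with a fold enrichment of at least 5, though random placement then gave only 0.942%, 0.965% and 1.22%.

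**Figure D3:**
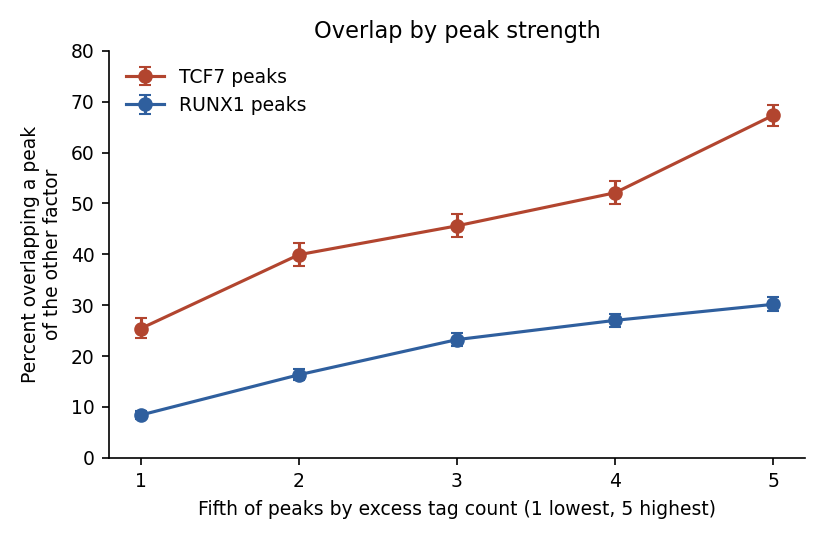
Percent of peaks that overlap a peak of the other factor (vertical axis) by bin of excess tag count, each with 20% of the peaks (horizontal axis), for TCF7 and RUNX1, with exact 95% binomial intervals. The share rose from 25.4% to 67.3% for TCF7 and from 8.41% to 30.2% for RUNX1.

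Shared peaks held more tags but lower fold enrichments. The median excess was 60 tags in shared and 45 in other TCF7 peaks, and 66 against 47 in RUNX1 peaks. The median fold enrichment of shared peaks was 4.02 for TCF7 (-0.580 relative to other peaks) and 4.94 for RUNX1 (-1.54 relative to other peaks, at 6.48). Each of these 4 differences had a permutation p of 1e-05, the smallest that 100000 resamples can give. Much of the RUNX1 fold difference went with the place of the peaks, as it was -0.461 at gene starts and -0.423 elsewhere (permutation p = 0.001, the smallest possible, and 0.003). The TCF7 difference was -0.377 at gene starts and -1.31 elsewhere (permutation p = 0.001 for both, the smallest possible). Within 5 classes of width the TCF7 excess stayed 6 to 18 tags higher in shared peaks, whereas the RUNX1 excess differed by between -8 and 2 tags. Among peaks with a fold enrichment of at least 5, the TCF7 fold difference was 0.167 (permutation p = 0.1049) and that of RUNX1 -0.498 (permutation p = 0.00699). Across the 4466 overlapping pairs, fold enrichments of both factors were correlated, with a Spearman rho of 0.234 and a Pearson r of 0.247 on log2 values, 0.246 without the 2 farthest pairs (permutation p = 1e-05 for each, the smallest possible). This is a correlation across peaks, which are not independent replicates.

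The fourth comparison asked how many genes had peaks of both factors. By the rule of the gene body and 3000 nt upstream, 8020 genes had a TCF7 peak, 8457 had a RUNX1 peak and 5546 had both. Among RUNX1 genes 65.6% (64.6% to 66.6%) also had TCF7, against 17.7% of genes without RUNX1. Random placement of TCF7 peaks gave 20.0% (permutation p = 0.0001, the smallest possible here), and moving them by 10 to 100 kb gave 36.1%. The relation held in each of 5 classes of gene length. In the shortest genes TCF7 was found at 59.6% of RUNX1 genes and 6.36% of the others (Fisher's exact p = 1.09e-170), and in the longest at 63.8% and 20.9% (p = 5.01e-182). In the deposited RUNX1 target list, 3870 of 5391 genes (71.8%; 70.6% to 73.0%) had a TCF7 peak in their window, a count chosen after the data were seen, against 2.64% by random placement. Random placement takes no account of the many TCF7 peaks at gene starts, where these windows lie. In windows of 5000 nt upstream to 500 nt downstream of all genes, TCF7 was found at 71.2% of RUNX1 genes and 20.2% of the others. By the first rule the share fell to 27.4% at a q of at most 1e-10 and 28.1% at a fold enrichment of at least 5, with 7.66% and 10.9% by random placement.

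The fifth comparison asked which gene groups were bound. Deposited RUNX1 targets were overrepresented among growth and cytokine signalling factors, ribosomal protein genes and early blood transcription factors, and none was among the liver, neuron and muscle genes of the lists. Of the growth and cytokine factors, 16 of 29 were targets (55.2%; odds ratio 3.97; adjusted Fisher's exact p = 0.00245). Among them were Stat5b, which relays cytokine signals, Smad3, which relays TGF-beta signals, and Bcl3, a nuclear factor-kappa B cofactor. The RUNX1 peaks of largest excess had fold enrichments of 25.1 at Stat5b and 16.5 at Smad3. Of the ribosomal protein genes, 41 of 79 were targets (51.9%; odds ratio 3.49; adjusted Fisher's exact p = 1.26e-06), including Rpl13a, Rpl18 and Rpl37. Of the stem cell and early blood factors, 12 of 25 were targets (48.0%; odds ratio 2.97; adjusted Fisher's exact p = 0.0355), including Runx1, Lyl1, a relative of Tal1, Zfpm1, the Gata1 cofactor, and Ikzf2. The 18 liver, 20 neuron and 18 muscle genes held 0 targets each (adjusted Fisher's exact p = 0.0355 for each; upper limits 18.5%, 16.8% and 18.5%), against 23.7% of all names. In stricter lists the counts stayed at 0, but with fewer targets among all genes 0 no longer passed the test (adjusted Fisher's exact p of 0.157, 0.139 and 0.157 at a q of at most 1e-05), so these lists say nothing more. Over gene bodies and 3000 nt upstream, 2 liver, 6 neuron and 6 muscle genes had RUNX1 peaks, among them Hnf4a, a liver transcription factor, and Ryr1, the calcium channel of muscle.

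The same number of lists, 6, was called when random lists were matched on gene length. The other 13 lists did not pass the test. Among them were chromatin regulators with 11 of 25 (adjusted Fisher's exact p = 0.0720), such as the corepressors Cbfa2t3 and Ncor2. These passed in stricter lists, with 10 of 25 at a q of at most 1e-05 (adjusted Fisher's exact p = 0.0262) and 8 of 25 at 1e-10 (0.0360). Also among the 13 were the study's CD34+ network factors with 9 of 19 (adjusted Fisher's exact p = 0.0716). That list was chosen on these cells and is not independent evidence. Targets numbered 10 of 27 for Wnt components inside the cell, 4 of 29 for Wnt ligands and frizzled receptors, 5 of 23 for cell cycle regulators, 7 of 19 for progenitor surface markers and 6 of 20 for T cell genes. They numbered 6 of 18 for myeloid, 6 of 19 for erythroid, 5 of 15 for megakaryocyte, 4 of 18 for B cell and 5 of 13 for mast cell genes, and 1 of 5 for the study's CD34- erythroid factors, which were also chosen on these cells. Without genes of predicted names in the background, the early blood factors had an adjusted Fisher's exact p of 0.0757. At a q of at most 1e-10 the adjusted p was 0.0519 for early blood factors, 0.0503 for growth and cytokine factors and 0.392 for ribosomal protein genes, so that none of the 6 lists passed there. The odds ratios of these 3 lists were then 3.61, 3.54 and 1.66, so only that of the ribosomal protein genes fell strongly.

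TCF7 peaks lay in the windows of 72.1% of these targets, and no list differed from length-matched random lists after adjustment. Before adjustment, 2 lists had a permutation p below 0.05. TCF7 was found at all 12 early blood targets (permutation p = 0.0458, adjusted 0.362) and at 1 of 6 myeloid targets (p = 0.0178, adjusted 0.338). Counted over gene bodies of all genes instead, TCF7 was more frequent than in length-matched lists in 7 lists and less frequent in 2. The random lists were matched on gene length only, not on the G and C content of gene starts or on expression. The lists with more TCF7 were early blood factors (19 of 25), the study's CD34+ factors (17 of 19), growth and cytokine factors (26 of 29), Wnt components inside the cell (22 of 27), cell cycle regulators (18 of 23), chromatin regulators (23 of 25) and ribosomal protein genes (57 of 79). Those with less were liver genes (1 of 18, Apoa1) and muscle genes (0 of 18). Adjusted permutation p ran from 0.00095 to 0.0110. By this rule RUNX1 passed the test only in ribosomal protein genes (41 of 79, adjusted permutation p = 0.0038). In the study's CD34+ list, Sox4, Mpo, Tal1 and Ppard had been put into the network by hand as TCF7 targets. The TCF7 result of that list was therefore partly fixed in advance. It also shares members with the early blood and growth lists, so these are not separate evidence.

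Single members showed each pattern. Lef1, a close relative of Tcf7, had an intronic site of both factors (chromosome 3, TCF7 130911384 to 130911997), with a fold enrichment of 7.30 for TCF7 and 24.0 for RUNX1. Sfpi1, which encodes the myeloid factor PU.1, had a shared intronic site (chromosome 2, 90927671 to 90928043) at 7.83 and 12.6. Itga2b, the platelet integrin, had both factors at its start (chromosome 11, 102330792 to 102332053) at 4.14 and 7.33. Il3ra, the receptor for interleukin-3, also had both at its start, at 7.34 and 7.85. Tcf7l2, another relative of Tcf7, had an intronic RUNX1 peak of 48.8 and no TCF7 peak. Ptprc, which encodes the leukocyte antigen CD45, had a RUNX1 peak of 18.4 alone, as did Cpa3, a mast cell protease, at 10.3, and Prtn3, a neutrophil protease, at 10.4. Epor, the erythropoietin receptor, had 2 TCF7 peaks and no RUNX1 peak. Kit, the receptor for stem cell factor, had TCF7 at its start at 4.55 (2.91 to 7.40) and 6 intronic RUNX1 peaks, the strongest at 16.2 (12.2 to 22.1). Cd34 was picked after its values were seen, because the cells are sorted on it, and had a TCF7 peak at its start (4.55; 2.11 to 10.9) and an intronic RUNX1 peak (4.57; 2.81 to 7.62). That TCF7 peak had 30 tags and a deposited q of 0.000961, close to the limit of 0.001. Ly6a, which encodes the sorting marker SCA, had no peak of either factor. Members of the study's lists without any peak were Cebpa, a myeloid factor, and Gata1, an erythroid one.

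The sixth comparison asked whether peaks contained the words each factor is known to recognise. RUNX1 peaks did so clearly. Of them, 83.5% (83.0% to 83.9%) had a RUNX word, against 36.0% of the same peaks moved by 10 kb and 37.1% of shuffled sequences. RUNX words were also found in 78.8% of shared TCF7 peaks away from gene starts and in 39.1% of unshared ones there (Fisher's exact p = 1.82e-111), and in 68.2% and 37.5% at gene starts (p = 1.55e-139). The same peaks moved by 10 kb had one in 44.4% and 35.5% away from gene starts, and 58.9% and 49.9% at gene starts. Over all TCF7 peaks at gene starts the share (3418 of 6704) was thus below the 53.9% of moved peaks, and over the whole list it was 53.5% against 49.6%. Against shuffled sequences the share was higher, by a ratio of 1.11 at gene starts and 1.22 over the whole list. At gene starts this ratio was 1.34 in shared and 0.887 in other TCF7 peaks. RUNX1 peaks went the other way, with a RUNX word in 80.4% of shared and 87.4% of other peaks away from gene starts (Fisher's exact p = 7.09e-14), and in 66.7% and 79.0% at gene starts (p = 8.89e-19). TCF words were found in 16.3% (15.6% to 17.1%) of TCF7 peaks. That was below the 25.7% of moved peaks (Fisher's exact p = 3.82e-58) and above the 11.3% of shuffled sequences, which keep the high G and C content of the peaks. At gene starts the shares were 11.9% in peaks, 28.8% in moved peaks (Fisher's exact p = 7.97e-134) and 10.3% in shuffled sequences. Away from gene starts, TCF7 peaks had a TCF word in 26.2%, above both the moved peaks at 18.7% (Fisher's exact p = 3.66e-12) and the shuffled sequences at 13.5%. RUNX1 peaks had a TCF word in 15.5% of cases, against 18.2% when moved and 17.1% when shuffled. Away from gene starts, RUNX1 peaks shared with TCF7 had one in 24.3% and the others in 15.2% (Fisher's exact p = 2.94e-19). The shared ones were wider (median 562 nt against 369 nt), and moved by 10 kb they also had a TCF word more often (95% interval 19.1% to 23.1%) than the others (16.1% to 17.3%), so part of this gap was background. TCF7 peaks away from gene starts showed no such excess, with 24.9% in shared and 27.6% in other peaks (Fisher's exact p = 0.0885).

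**Figure D4:**
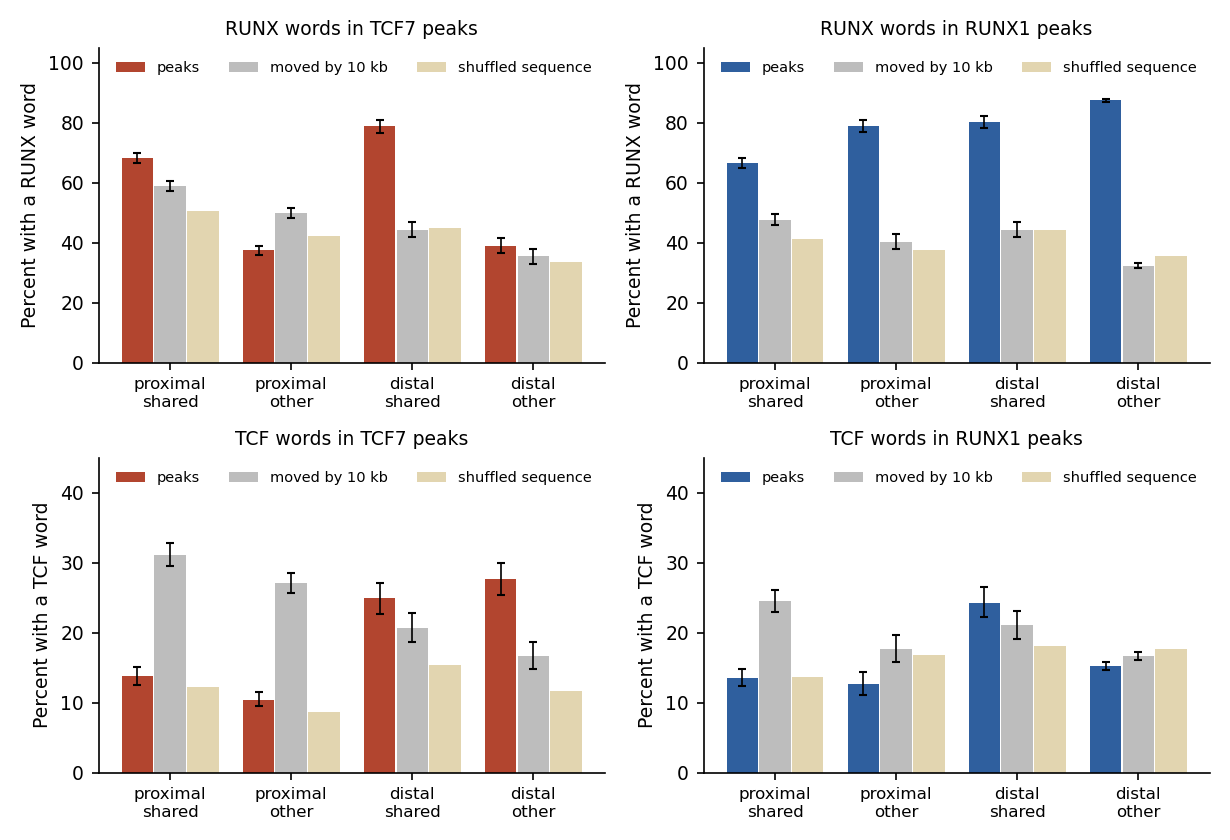
Percent of TCF7 peaks (left) and RUNX1 peaks (right) with a RUNX word (upper) or TCF word (lower), by distance to a gene start and overlap. Coloured bars are peaks and grey bars the same peaks moved by 10 kb, with exact 95% binomial intervals, pale bars are dinucleotide shuffles, and RUNX words stood at 78.8% in shared TCF7 peaks away from gene starts and 39.1% in the others.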

Values the study reported

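The study reported 9696 TCF7 binding sites and 21932 RUNX1 binding sites at a q-value of 0.001. About 85% of the TCF7 sites were assigned to genes, giving 7976 TCF7 target genes, against 5393 RUNX1 target genes. The study reported 3915 genes in common, 72% of the RUNX1 targets and 49% of the TCF7 targets. A RUNX1 peak was reported at or within 500 nt of 4691 of the 9696 TCF7 peaks (48%). In TCF7 peaks the reported motif shares were 44% for TCF7 and 54% for RUNX1. In RUNX1 peaks they were 46% for TCF7 and 78% for RUNX1.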

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

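The single input scale, the split by distance to a start, the length-matched and whole-gene tests of lists, the location shares, the overlap of genes in deposited and in 5000 nt upstream to 500 nt downstream windows, and the shuffled sequences were chosen only after the data were seen. No paired analysis was possible because only RUNX1 has numbered replicates, and the peak list does not separate them. Of 90 alternatives of the main results, 78 kept direction and call, among them all for the overlap of peaks (within 500 nt, from 915 of 3658 at 5-fold or more, the lowest, to 48.4%), for the overlap of genes (27.4% to 71.8%, the latter in deposited windows) and for the correlation (rho 0.109 to 0.330). The TCF7 fold difference of shared against other peaks turned to 0.167 among peaks of at least 5-fold enrichment. Peaks at Tcf7 and Runx1 fell from 33 to 14 at a q of at most 1e-10. The TSS-proximal share of TCF7 peaks was 76.7% at a q of at most 1e-05, 78.9% at 1e-10, 64.2% at 5-fold or more and 70.2% with a single input scale. For RUNX1 it was 20.3% at 1e-10 and 14.4% at 5-fold or more. Lists called for RUNX1 went from 6 to 1 at 1e-10, where all 6 calls were lost and chromatin regulators gained one, and to 1 over gene bodies (ribosomal protein genes), and lists called for TCF7 from 0 to 9 over gene bodies of all genes. TCF words in TCF7 peaks lay below moved peaks but above shuffled sequences (11.3%). The causes of these changes were not tested, though stricter thresholds leave fewer peaks by construction.

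Of 112 alternatives for single lists and loci, 86 kept their result. Calls were lost in 10, all for RUNX1 targets, and gained in 2, for chromatin regulators in stricter lists. Peak counts at Tcf7 or Runx1 moved in 4. Another 10 turned direction without passing the test on either side. At a q of at most 1e-05 these were RUNX1 targets among the study's CD34- erythroid factors (20.0%), B cell genes (22.2%) and cell cycle regulators (17.4%), and TCF7 at CD34- erythroid factors (0%) and Wnt components (57.1%). At 1e-10 they were RUNX1 targets among B cell (16.7%) and mast cell genes (7.69%), and TCF7 at erythroid genes (50%), megakaryocyte genes (66.7%) and progenitor surface markers (50%).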

Other observations

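The comparison of chromosome X, the offsets from gene starts, the test of repeat regions and that of binding through RUNX1 alone by shuffles were chosen only after the result was seen. Genes on chromosome X had fewer peaks of either factor. Leaving out predicted names, 137 of 696 X-linked genes (19.7%; 16.8% to 22.8%) had a TCF7 peak, against 42.6% of autosomal genes (odds ratio 0.330, Fisher's exact p = 4.58e-36). For RUNX1 the shares were 21.7% and 44.6% (odds ratio 0.344, Fisher's exact p = 3.68e-35). Both X shares lay below the lowest autosome, which stood at 30.0% for TCF7 and 33.9% for RUNX1. Among X-linked genes, Bcor, a corepressor gene, had 12 TCF7 and 6 RUNX1 peaks. Its RUNX1 peak of largest excess (chromosome X, 11622274 to 11622635, intron) had a fold enrichment of 63.6, from 166 tags over only 3 scaled input tags. In the RUNX1 list, chromosome X also had the lowest value of 1 input read (0.435), which raises fold enrichments there. The number of X chromosomes in these cells is not given in the labels, and its part in this difference was not tested.

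Midpoints of both factors lay on either side of gene starts. Those of TSS-proximal TCF7 peaks had a median of 36 nt downstream of the start and 35.9% lay upstream, whereas RUNX1 midpoints had a median of -32 nt and 58.3% lay upstream. Of the TCF7 midpoints 76.5% were within 200 nt of a start, against 57.4% for RUNX1. No test was run on this difference.

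The number of RUNX1 target genes by the stated rule was 8457 here. That is higher than the value quoted from the study above. The windows of the deposited target list leave out most of the gene body, and 5000 nt upstream to 500 nt downstream of a start gave 5037 RUNX1 genes here. With the stated rule for TCF7 and the deposited list for RUNX1, 3765 genes had both. These were 73.4% of the RUNX1 and 46.9% of the TCF7 genes, close to the shares quoted from the study above. The study's methods give only the stated rule. TCF words were found in 16.3% of TCF7 peaks and 15.5% of RUNX1 peaks. Both are lower than the motif shares quoted from the study above, which counted motifs rather than the fixed words used here.

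The first pattern weighed was the scaling of input, which differed between chromosomes. One input read counted as 0.508 scaled tags on chromosome 13 and 1.34 on chromosome 17 in the TCF7 list, and the median fold enrichment, which is divided by this value, was 6.40 and 3.13 there, against 3.68 and 4.76 with a single scale. A copy number difference between ChIP and input cultures that was not the same for both factors is argued against by 2312 strong shared pairs. In these, the ratio of TCF7 to RUNX1 tags per input read had a slope of 0.00195 (-0.181 to 0.185) on the ratio of the scalings. This cause needed at least 0.5. A copy number difference common to both factors would cancel in this ratio, so the test cannot speak to it. Chromosome 17 had the highest scaling in both lists (1.34 for TCF7 and 0.854 for RUNX1). Repeat regions with many tags may pull the scaling up. In the TCF7 list, scaling and tags in such regions had a rho of 0.451 (permutation p = 0.0493). In the RUNX1 list the rho was only 0.184 (permutation p = 0.436). For TCF7, 12 chromosomes without such regions still spanned 0.508 to 1.06. What sets the scaling therefore cannot be told apart, as no tags outside peaks were at hand. With a single scale, 9317 of 9696 TCF7 peaks were kept, and 358 of 507 on chromosome 13.

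The second pattern was the overlap of both factors at gene starts. A common preference for CpG-rich starts is argued against as the whole cause, since TSS-proximal TCF7 peaks overlapped a RUNX1 peak 1.69 times as often as gene starts matched on CpG content (43.9% against 25.9%; permutation p = 0.001, the smallest possible), and such starts without TCF7 did so in 5.89%. Regions with many input reads stay open. In TSS-proximal TCF7 peaks with at most 16 input reads the ratio was 1.02 (24.0% against 23.4%, permutation p = 0.2757), while matched starts without TCF7 stood at 5.42%. The matched starts included TCF7-bound ones, which weakens this test. No further explanation was tested, since the design gives no group without either factor.

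The third pattern was the low share of TCF words in TCF7 peaks. At gene starts it was 1.16 times (1.08 to 1.24) that of shuffled sequences, between the bounds set for G and C content hiding the words (1.2) or not (1.1), so that explanation could hold. Dilution by weak peaks stays undecided. The ratio was 1.33 (1.22 to 1.44) in the 20% of peaks with the largest excess, between the bounds set in advance for this cause (1.5) or against it (1.2). This cause also needed a higher ratio there than in the peaks with the smallest excess, which was not met. Those stood at 1.90 (1.69 to 2.12), though they held fewer gene starts (45.4% against 76.8%). Raw shares ran the other way, at 23.3% and 13.7%, but peaks with the largest excess were also wider (median 1204 nt against 361 nt). No test within place or width was run. Binding through RUNX1 alone at every shared site away from gene starts is argued against by TCF words 1.62 times (1.48 to 1.77) as frequent there as in shuffled sequences. The raw share was only 24.9% against 20.7% in peaks moved by 10 kb. The moved peaks had less G and C (47.2% against 54.6%) and fewer words than their own shuffles (ratio 0.888). On that scale the peaks stood 1.81 times (1.60 to 2.06) higher. Unshared TCF7 peaks away from gene starts had a higher ratio to shuffles, 2.37 (2.17 to 2.57). Binding through RUNX1 at a part of the shared sites therefore stays open. Close spacing of RUNX and TCF words at shared sites away from gene starts, by the 1.5-fold set in advance, is argued against too. Its ratio was 1.15 (41.7% of 312 peaks within 50 nt against 36.1% after exchange, permutation p = 0.013), and no further explanation was tested.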
